A study of Homo sapiens with 8 samples. Its data were reported in "Identification of asporin as a HER3 ligand exposes a therapeutic vulnerability in prostate cancer" (2025).

How the data were processed

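RNA sequencing was performed on LNCaP cells, an established line derived from a human prostate carcinoma metastasis. Per the labels, cells were starved in medium without serum or calcium and then received recombinant human asporin (ASPN, a secreted matrix protein) at 100 ng/mL. RNA was collected at 0, 12 or 24 h. The 8 libraries fall into 3 groups: 2 at 0 h, 3 at 12 h and 3 at 24 h. No libraries kept for 12 or 24 h without ASPN were analysed here, so time in the medium and ASPN vary together in each comparison.

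The deposited values are raw read counts per gene, and no normalization was applied to them before deposition. According to the methods of the study, the authors trimmed adapters with Cutadapt, aligned the reads to GRCh38 with STAR, and counted reads per GENCODE gene with featureCounts. The authors left a time-0 library out for quality reasons. The strand, read-pair and multi-mapping options of the counting were not stated, so genes that overlap another gene or have a near-identical copy can share reads. The file held 36474 genes, each with at least 1 count in some library. Gene types, names and coordinates were taken from the file. The coordinates equalled those of GENCODE release 44 on GRCh38 for 30996 of the 30996 genes with the same versioned identifier in both.

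Libraries were assigned to groups through the time and replicate number in the column names. The second time-0 column carries the number 3, which no time-0 label has, so it was used as a time-0 library without a replicate number. No column of per-sample values was left unused. Library totals ran from 73406825 to 96962135 counts. A count of 0 in a library allows a level of up to 0.0309 to 0.0409 CPM (counts scaled to a common library size), taking 3 counts as the limit. Such limits cover counting error only, because reads without molecular identifiers are not independent molecules. Replicates were compared for duplication with a chi-square test over genes. The statistic per degree of freedom lay between 5.32 and 15.2 for the 7 pairs within groups. Sampling noise alone gives values near 1, so no library looked like a copy and each was counted once. This does not show that the libraries are independent experiments. The labels call them biological replicates, and the study plated cells in replicate wells. Whether the wells came from separate cultures was not stated. If they did not, the p values measure spread between wells of 1 culture.

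Genes were tested with the quasi-likelihood F test of edgeR 4.0.16 in R 4.3.3 (glmQLFit and glmQLFTest, robust), with TMM normalization, the filterByExpr filter, and 1 coefficient per time point over all 8 libraries. The filter kept 21071 genes. A gene was called at an absolute fold change of at least 1.5 and a Benjamini-Hochberg adjusted p of at most 0.05, the thresholds the study used. Standard errors (SE) of log2 fold changes were derived from the fold change and the F statistic. CPM values are TMM-normalized. The biological coefficient of variation was 5.59%.

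Gene lists were chosen for pathways that the study's text names and for changes that the medium alone could cause. Some of those pathways, such as YAP and E2F, the study had reported from these LNCaP data, so the choice was not independent of them. Before the data were examined here, 12 such lists (263 genes, of which 242 were tested) were fixed. They covered ErbB receptors and ligands, ERK output, YAP/TAZ targets, S phase, G2/M phase, androgen-responsive genes, cholesterol synthesis and uptake, endoplasmic reticulum (ER) chaperones and ER-associated degradation, ATF4 targets, interferon-stimulated genes, NF-kB targets and FOXO targets. Each list was tested with camera in limma 3.58.1 at an inter-gene correlation of 0.01, and p values were adjusted over the 36 tests of 12 lists in 3 comparisons. NRG1 was not analysed here. The comparisons, thresholds, alternatives and the rule for naming genes were fixed at the same time. The rule names, per comparison, the 4 called genes with the largest log2 increase and the 4 with the largest decrease among genes with a mean of at least 100 normalized counts (called well-counted here), a symbol that is not a clone name and no overlap between the libraries of the 2 groups. It adds EGFR, ERBB2, ERBB3, ERBB4 and ASPN, and the 2 members with the smallest p of each list past 0.05. One gene named by the rule is not reported here.

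Both comparisons with time 0 use the same time-0 libraries, so 20 sets of unchanged groups were simulated from the fitted means and dispersions to give the agreement that sharing alone produces. The procedure was tested on simulated counts in which known genes were changed at 24 h. Of the 195 changed genes that passed the filter (20495 genes tested), 65.6% reached an adjusted p of 0.05 between 24 h and 0 h, 70.9% of those changed at least 2-fold were called, and 3 unchanged genes were called. Between 24 h and 12 h these values were 68.2%, 72.7% and 2 genes, and no gene was called falsely between 12 h and 0 h. A list shifted in the simulation passed in both comparisons that held the shift, and no other list did. Genes were simulated independently of each other, so this does not test camera on lists whose genes vary together.

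Alternatives comprised RLE and upper-quartile normalization, no low-count filter or a mean of at least 100 normalized counts, DESeq2 1.42.0, fits to the compared time points alone, correction of offsets for GC content and transcript length, protein-coding genes alone, counts thinned to the smallest library total, the replicate number as a block, leaving out each library in turn, other thresholds, fry, and camera with the correlation estimated. Length and GC content came from the longest GENCODE release 44 transcript and covered 99.8% of tested genes. Named genes were searched for exon overlap with other genes and for copies among other genes' transcripts (blastn).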

Results

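The 8 libraries analysed here count transcripts of starved LNCaP cells, a prostate cancer line, at the start of ASPN exposure (2 libraries, called 0 h) and after 12 h or 24 h with the protein at 100 ng/mL (3 libraries each). They were compared to find the transcripts whose abundance changed. The time-0 libraries held 89342231 and 73406825 counts. The 12 h libraries held 76605737, 88786367 and 86711797 counts, and the 24 h libraries held 90425302, 96962135 and 73430864. Mitochondrial genes took 6.20% to 7.32% of the counts and the 10 most abundant genes took 7.84% to 8.73%. The first principal component of 13464 genes with a mean of at least 100 normalized counts carried 42.3% of the variance and ordered the groups by time. The time-0 libraries scored -20.2 and -13.6 on it, the 12 h libraries 0.97 to 4.35, and the 24 h libraries 7.43 to 10.9. Every comparison with 0 h includes the time spent in the starvation medium as well as ASPN.

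The first comparison asked what had changed 12 h after ASPN was added. Of 21071 genes tested, 2443 reached an adjusted p of 0.05 by the edgeR quasi-likelihood test, and 222 of these also changed by at least 1.5-fold. Of the called genes, 103 were higher and 119 lower at 12 h. In 12 of them a group had no library above 3 counts, so the fitted fold change is no bound for those genes. Over all tested genes, 36.9% had no overlap between the 2 time-0 and the 3 12 h libraries, against a chance share of 20%. A test against a fold change of 1.5 itself (glmTreat) called 4 genes at 12 h and had 280 genes at an unadjusted p under 0.05. DESeq2 called 152 genes, of which 139 were among the 222.

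Among well-counted called genes, the largest decrease at 12 h was in KLHDC7B (ENSG00000130487.9, GRCh38 chromosome 22, 50545899 to 50551023). It went from 6.50 ± 0.19 CPM (SD, n = 2) at 0 h to 2.32 ± 0.48 CPM (SD, n = 3) at 12 h, a log2 change of -1.49 (SE 0.15, adjusted p 5.62e-08 by edgeR). GPR1, OR51E2 and C1orf158 had log2 changes of -1.48, -1.35 and -1.34. The largest increase was in E2F2 (ENSG00000007968.7, chromosome 1, 23506438 to 23531233), from 1.60 ± 0.52 CPM (SD, n = 2) to 3.05 ± 0.66 CPM (SD, n = 3), a log2 change of 0.95 (SE 0.19, adjusted p 0.00094 by edgeR). ADRA2C, MISP3 and LINC00342 rose by 0.95, 0.94 and 0.92. LINC00342 shares 99.6% identity over 91.3% of its longest transcript with the noncoding gene APPAT, so its counts are uncertain. Group means of these 8 genes at 0 h and 12 h lay between 0.62 and 6.50 CPM.

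At 12 h, 4 of the 12 gene lists passed an adjusted p of 0.05 by camera. ER chaperones and ER-associated degradation genes had a median log2 change of -0.31, with 16 of 16 genes lower (adjusted p 2.30e-26). ATF4 targets had a median of -0.36, with 14 of 16 genes lower (adjusted p 1.03e-22). The S phase list had a median of 0.23, with 40 of 43 genes higher (adjusted p 4.22e-24), and androgen-responsive genes a median of 0.083, with 13 of 19 higher (adjusted p 0.00032). Over the 3 comparisons, 14 list tests passed with camera's preset correlation. Of these, 13 also passed under fry, a rotation test, the exception being S phase between 24 h and 12 h, and none passed with the correlation estimated from the data, where 12 of 36 tests had an unadjusted p under 0.05. Adjusted p values with the estimated correlation were 0.0695 to 0.588 for the 14 tests. Under fry, interferon-stimulated genes and NF-kB targets also passed at 12 h, with medians of 0.22 and 0.13 and adjusted p values of 0.0262 and 0.0265. G2/M genes (median 0.012, adjusted p 0.673) and cholesterol synthesis and uptake genes (-0.025, adjusted p 0.267) did not pass at 12 h, although G2/M genes passed after GC and length correction (median 0.065, adjusted p 0.00392, within 0.00392 to 0.955 over all alternatives).

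The members with the smallest p in these lists changed by under 2-fold. SEL1L and HYOU1 of the ER list had log2 changes of -0.54 (SE 0.053) and -0.41 (SE 0.044), and MTHFD2 and SESN2 of the ATF4 list had -0.52 (SE 0.050) and -0.48 (SE 0.052). MTHFD2 shares 11.6% of its exon bases with SLC4A5 and HYOU1 shares 9.77% with a noncoding gene, each on the other strand. UHRF1 and MCM5 of the S phase list rose by 0.90 (SE 0.071) and 0.65 (SE 0.071). A processed pseudogene is 99.4% identical to UHRF1 over 33.0% of its transcript but held 256 counts over all 8 libraries. KLK3, which encodes prostate-specific antigen, went from 965 ± 75.5 CPM (SD, n = 2) to 1356 ± 33.3 CPM (SD, n = 3), a log2 change of 0.49 (SE 0.048, adjusted p 3.37e-08 by edgeR), and KLK2 rose by 0.39 (SE 0.057). Over the 242 tested list genes, 81 reached an adjusted p of 0.05 over all genes tested and 95 when adjusted over the list alone.

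The second comparison asked what had changed by 24 h. Here 3437 genes reached an adjusted p of 0.05 and 516 were called, 232 higher and 284 lower than at 0 h. Over all tested genes, 43.2% had no overlap between the libraries of the 2 groups, against a chance share of 20%. In 26 called genes a group had no library above 3 counts. The glmTreat test called 47 of the 516 genes. Among well-counted called genes, the largest increase at 24 h was in ADRA2C (ENSG00000184160.8, chromosome 4, 3766348 to 3768526), from 0.62 ± 0.16 CPM (SD, n = 2) to 2.17 ± 0.25 CPM (SD, n = 3), a log2 change of 1.78 (SE 0.23, adjusted p 1.00e-06 by edgeR). PRKAG2-AS1, E2F2 and MISP3 rose by 1.47, 1.33 and 1.23. PRKAG2-AS1 lies antisense to PRKAG2 and shares 5.29% of its exon bases with it, so its counts are uncertain if the counting ignored strand.

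The largest decreases among them were in GPR1 (log2 change -1.73, SE 0.25), SLC39A10 (-1.51, SE 0.15), FIBIN (-1.50, SE 0.19) and ADA2 (-1.45, SE 0.18). SLC39A10 (ENSG00000196950.14, chromosome 2, 195575977 to 195737702) encodes a zinc importer and was the most abundant of the genes named for the size of their change. It went from 232 ± 12.2 CPM (SD, n = 2) at 0 h to 95.9 ± 4.79 CPM at 12 h and 81.8 ± 15.0 CPM at 24 h (SD, n = 3 each), with adjusted p values of 0.00476 at 12 h and 0.00153 at 24 h by edgeR.

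At 24 h, 5 lists passed by camera. ER chaperones had a median log2 change of -0.63 (16 of 16 lower, adjusted p 1.93e-63) and ATF4 targets -0.57 (15 of 16 lower, adjusted p 5.13e-45). S phase genes had a median of 0.29 (37 of 43 higher, adjusted p 1.03e-25), G2/M genes -0.17 (48 of 54 lower, adjusted p 4.39e-09) and cholesterol synthesis and uptake genes -0.17 (16 of 22 lower, adjusted p 0.000129). Androgen-responsive genes had a median of 0.11 and an adjusted p of 0.0628, which was 0.0269 without the low-count filter, 0.0291 after GC and length correction, 0.0389 without 24 h replicate 1, 0.0450 without 24 h replicate 2 and 0.0347 under fry, within 0.0269 to 0.335 over all alternatives. HSPA5 (ENSG00000044574.9, chromosome 9, 125234853 to 125241382), an abundant ER chaperone gene, went from 4596 ± 182 CPM (SD, n = 2) to 2703 ± 153 CPM (SD, n = 3), a log2 change of -0.77 (SE 0.044, adjusted p 1.24e-13 by edgeR). HSPA5 has a processed pseudogene 95.8% identical over 1134 of the 5402 bases of its transcript, which held 401 counts over the 8 libraries. HERPUD1, DDIT3 and SESN2 had log2 changes of -0.81, -0.996 and -0.75. DDIT3 shares 27.2% of its exon bases with MARS1 on the other strand, which limits how far its value can be read alone. UHRF1 and MCM6 rose by 1.19 and 0.78, and KIF2C, UBE2C and HSD17B7 had log2 changes of -0.49, -0.39 and -0.39. Among list genes, 126 of 242 reached an adjusted p of 0.05 over all genes tested and 147 when adjusted over the list alone.

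The third comparison asked how 24 h differed from 12 h, between 2 groups that had both received ASPN. It gave 574 genes at an adjusted p of 0.05 and 38 called genes, 16 higher and 22 lower. In 5 called genes a group had no library above 3 counts. Over all tested genes, 19.6% had no overlap between the 3 and 3 libraries, against a chance share of 10%. This count depended on single libraries: it was 20 without 12 h replicate 3 and 16 without either 24 h replicate 1 or 24 h replicate 2. The glmTreat test called 0 genes, with 156 at an unadjusted p under 0.05. ADRA2C, PRKAG2-AS1, SEPSECS-AS1 and GRIK1 had the largest increases among well-counted called genes, with log2 changes of 0.84 (SE 0.19), 0.83 (SE 0.21), 0.79 (SE 0.18) and 0.76 (SE 0.15). PHGR1, PGC, SMIM31 and VPREB3 had the largest decreases, with log2 changes of -0.88 (SE 0.22), -0.84 (SE 0.18), -0.81 (SE 0.19) and -0.77 (SE 0.18). Adjusted p values of these 8 genes lay between 0.00356 and 0.0199 by edgeR, and each rose over 0.05 when certain libraries were left out. Without 24 h replicate 1 the adjusted p was 0.0688 for ADRA2C, 0.227 for PRKAG2-AS1, 0.0594 for SEPSECS-AS1, 0.135 for PHGR1, 0.0755 for PGC, 0.146 for SMIM31 and 0.134 for VPREB3, and without 24 h replicate 2 it was 0.0517 for GRIK1. Calls were also lost without 12 h replicate 2 (PRKAG2-AS1), 12 h replicate 3 (PHGR1, PGC, SMIM31 and VPREB3), 24 h replicate 2 (PRKAG2-AS1, SEPSECS-AS1 and PHGR1) and 24 h replicate 3 (ADRA2C and VPREB3). Over all alternatives the adjusted p values of the 8 genes ran from 0.000374 to 0.227. SEPSECS-AS1 shares 2.09% of its exon bases with PI4K2B.

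Between 12 h and 24 h, 5 lists passed by camera. ER chaperones (median log2 change -0.29, 16 of 16 lower, adjusted p 1.41e-42), ATF4 targets (-0.20, 16 of 16 lower, adjusted p 1.93e-24), G2/M genes (-0.18, 49 of 54 lower, adjusted p 3.04e-30) and cholesterol genes (-0.10, 18 of 22 lower, adjusted p 1.09e-06) were lower at 24 h. S phase genes were higher by a median of 0.063 (30 of 43 higher, adjusted p 0.000481). The S phase call was lost under fry and in the fits without 12 h replicate 1 (median 0.025, adjusted p 0.241) or without 24 h replicate 3 (median 0.054, adjusted p 0.0521), within 1.16e-07 to 0.588 over all alternatives. HERPUD1, HSPA5, DDIT3 and DDIT4 had log2 changes of -0.49, -0.40, -0.53 and -0.31, MKI67 and CENPF of -0.33 and -0.32, and INSIG1 and HMGCS1 of -0.22 and -0.21. HMGCS1 shares 37.7% of its exon bases with a noncoding gene on the other strand. CDCA7 and UHRF1 rose by 0.58 and 0.29. The adjusted p values of UHRF1 (0.0656) and INSIG1 (0.0559) rose over 0.05 without 24 h replicate 1, within 0.000279 to 0.0656 and 6.47e-06 to 0.0559 over all alternatives. Among list genes, 63 of 242 reached an adjusted p of 0.05 over all genes tested and 101 when adjusted over the list alone.

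**Figure D1:**
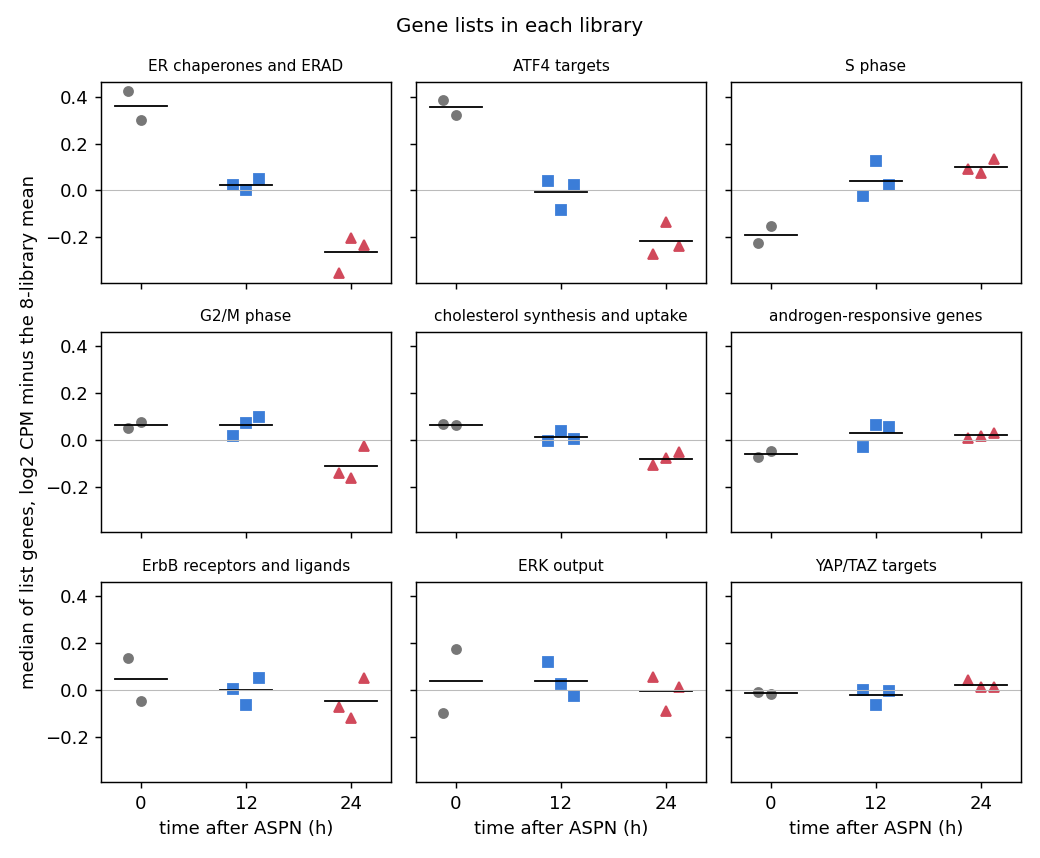
Median over the genes of a list of log2 CPM minus that gene's mean over the 8 libraries (vertical axis, log2 units) against time after ASPN in hours, for 9 of the 12 lists, where each point is a library and each black line a group mean. The time-0 libraries sit at 0.42 and 0.30 for the ER chaperone list and the 24 h libraries between -0.35 and -0.20, while the time-0 libraries of the ERK output list lie apart at -0.098 and 0.17.

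The lists closest to the study's question did not pass in any comparison. They are short, with 10 tested ErbB genes, 8 ERK output genes and 17 YAP/TAZ targets. Transcripts of receptors and ligands do not measure receptor activity. The study relied on other evidence, namely phosphorylation by immunoblotting and enrichment at 12 h of ERBB2, MEK and YAP signatures. That enrichment was shared by LNCaP and mouse MyC-CaP cells. These lists test neither result. The medians of ErbB receptors and ligands were -0.089, -0.12 and -0.014 for 12 h vs 0 h, 24 h vs 0 h and 24 h vs 12 h. Those of ERK output genes were 0.10, 0.031 and -0.11, and those of YAP/TAZ targets -0.061, 0.015 and 0.052. Adjusted p values of these 9 tests were between 0.329 and 0.985 by camera. The signs of the ERK output medians against time 0 depended on single libraries. Without time-0 replicate 1 the medians were -0.085 at 12 h and -0.23 at 24 h, without 12 h replicate 1 the 12 h median was -0.0012, and without 24 h replicate 1 the 24 h median was -0.088. Without time-0 replicate 1 the ErbB median at 12 h was 0.12. It was 0.10 without the low-count filter and 0.10 among genes with a mean of at least 100 normalized counts, so its sign is not settled. FOXO targets did not pass, with medians of -0.11, -0.042 and 0.0093 and adjusted p values of 0.0807, 0.267 and 0.664 in the same order. At 12 h their adjusted p was 0.0323 without the low-count filter and 0.0444 without 12 h replicate 3, within 0.0323 to 0.575 over all alternatives. Interferon-stimulated genes had medians of 0.22, 0.061 and -0.022 (adjusted p 0.181, 0.329 and 0.824) and NF-kB targets 0.13, 0.13 and -0.012 (adjusted p 0.267, 0.267 and 0.753). Of the alternatives tried, fry was the one under which these lists passed against time 0. Androgen-responsive genes had a median of 0.0064 between 24 h and 12 h (adjusted p 0.151), which was -0.025 without 12 h replicate 1 (adjusted p 0.0118, within 0.0118 to 0.409 over all alternatives).

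The ErbB receptor genes were then examined singly, because HER3 and HER2 (encoded by ERBB3 and ERBB2) are the receptors through which the study asks whether ASPN signals. ERBB2 (ENSG00000141736.14, chromosome 17, 39687914 to 39730426) went from 204 ± 13.8 CPM (SD, n = 2) at 0 h to 240 ± 9.53 CPM at 12 h and 253 ± 4.21 CPM at 24 h (SD, n = 3 each). Its log2 change was 0.24 at 12 h (SE 0.047, adjusted p 0.000901) and 0.31 at 24 h (SE 0.048, adjusted p 9.76e-06), with all treated libraries above both time-0 libraries. The adjusted p values were 0.00024 and 2.23e-06 when adjusted over the list alone. The increase was 1.18-fold and 1.24-fold, below the fold-change threshold. ERBB2 shares 5.53% of its exon bases with MIEN1 on the other strand.

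ERBB3 (ENSG00000065361.17, chromosome 12, 56076799 to 56103505) was at 179 ± 3.24 CPM at 0 h (SD, n = 2), 197 ± 4.48 CPM at 12 h and 175 ± 3.32 CPM at 24 h (SD, n = 3 each). It was higher at 12 h than at 0 h by 0.14 (SE 0.044, adjusted p 0.0354, 0.0119 adjusted over the list alone) and lower at 24 h than at 12 h by a log2 change of -0.16 (SE 0.039, adjusted p 0.0149, 0.00213 adjusted over the list alone), with -0.026 (SE 0.044, adjusted p 0.776) between 24 h and 0 h. The 12 h difference was not past 0.05 in the fit to the 12 h and 0 h libraries alone (adjusted p 0.111, within 0.00452 to 0.111 over all alternatives) or without 12 h replicate 1, 12 h replicate 3 or any single 24 h library (0.0503 to 0.0709). The 24 h vs 12 h difference was not past 0.05 without 12 h replicate 3 (0.0634), 24 h replicate 1 (0.120), 24 h replicate 2 (0.0927) or 24 h replicate 3 (0.0541), within 0.000408 to 0.120 over all alternatives. EGFR (ENSG00000146648.20, chromosome 7, 55019017 to 55211628) was at 179 ± 17.2 CPM, 187 ± 14.9 CPM and 161 ± 7.72 CPM at 0, 12 and 24 h. Its log2 change of -0.21 between 24 h and 12 h (SE 0.053, adjusted p 0.0240) was not past 0.05 after GC and length correction (adjusted p 0.241) or without 12 h replicate 1 (0.253), 12 h replicate 3 (0.143), 24 h replicate 1 (0.0937) or 24 h replicate 2 (0.160), within 6.85e-05 to 0.253 over all alternatives. Its change between 24 h and 0 h was -0.15 (SE 0.059, adjusted p 0.0825), and the adjusted p was 0.0306 without the low-count filter, 0.0230 in the fit to those time points alone and 0.0294 without 12 h replicate 2, within 0.0230 to 0.359 over all alternatives. At 12 h it was 0.061 (SE 0.060, adjusted p 0.602). ERBB4 had 21 to 36 counts per library, and no change was detectable at this depth (adjusted p 0.777 to 0.923). ASPN transcripts had 0 counts in 5 libraries and 1, 1 and 3 counts in 12 h replicate 1, 24 h replicate 1 and 24 h replicate 2, too few to test for a change.

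**Figure D2:**
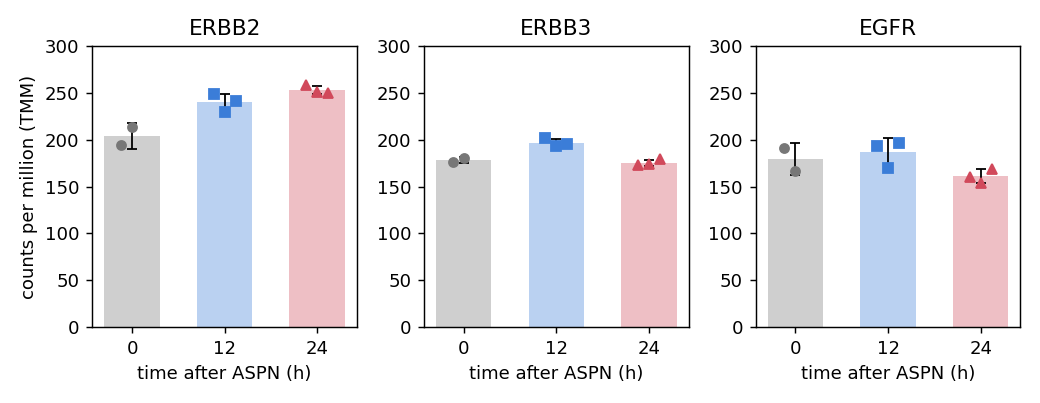
TMM-normalized CPM of ERBB2, ERBB3 and EGFR (vertical axes from 0) against time after ASPN in hours, where bars are group means, error bars SD over 2 libraries at 0 h and 3 at 12 h and 24 h, and points are libraries. ERBB2 rises from a mean of 204 CPM at 0 h to 253 CPM at 24 h, and the groups of ERBB3 and EGFR lie within 161 to 197 CPM.

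The last comparison asked whether the 24 h response continued the 12 h response. Of the 222 and 516 called genes, 149 were called at both times, all with the same sign. Of the 516 genes called at 24 h, 513 (99.4%) had a 12 h change of the same sign. Because both comparisons use the same time-0 libraries, such agreement arises without any effect. In 20 simulations of unchanged groups, sets of as many genes, ranked by p alone, overlapped by a median of 63 and at most 80. A median of 96.9% of the top 24 h genes had the same sign at 12 h (range 95.7% to 98.1%), while at most 1 gene per comparison was called. The observed overlap of 149 was above all 20 simulated values, and the same-sign share of 99.4% was above them by a smaller margin. Called genes had to pass a fold-change threshold as well, so observed and simulated sets were chosen by unlike rules. These 2 comparisons therefore do not settle how much of the agreement goes beyond sharing. The correlation of log2 changes across genes was 0.70, against a median of 0.62 and at most 0.64 in the simulations, and genes are not independent replicates. Of the 222 and 516 called genes, 94.6% and 91.7% kept a change of at least 1.5-fold against time-0 replicate 1 alone, and 77.0% and 82.0% against the time-0 library without a number alone.

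**Figure D3:**
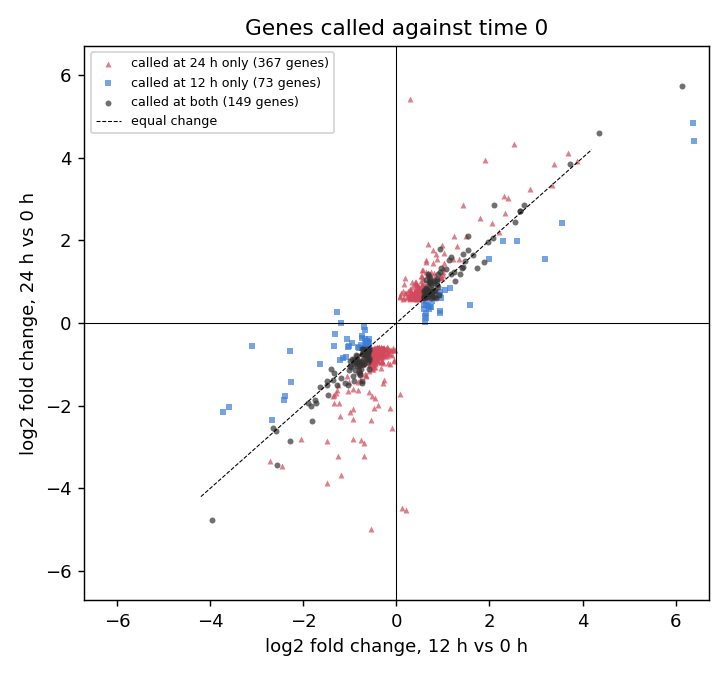
Log2 fold change at 24 h vs 0 h (vertical axis) against that at 12 h vs 0 h (horizontal axis) for the 589 genes called in either comparison, where each point is a gene and the dashed line marks equal change. Of these genes, 149 (circles) were called at both times, 73 (squares) at 12 h alone and 367 (triangles) at 24 h alone, and both axes share the time-0 libraries.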

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

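The results here are changes against time 0 that differed between 12 h and 24 h by the test of 24 h against 12 h, which holds for 5 of the 12 lists and 15 of the 32 genes named for a comparison with time 0. The comparisons and alternatives used here, such as GC and length correction, thinned counts and left-out libraries, were fixed before the data were examined. The other tests in this part were chosen after these differences were seen. Exceptions are those of secretory pathway genes, tRNA synthetase genes and further E2F targets, written before the values of those genes were looked at.

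The fall of the ER chaperone list was larger at 24 h than at 12 h (medians -0.63 and -0.31, difference -0.29), as was that of ATF4 targets (-0.57 and -0.36, difference -0.20). Of the named members, HSPA5 (difference -0.40), HERPUD1 (-0.49), HYOU1 (-0.31), SEL1L (-0.36), SESN2 (-0.27) and DDIT3 (-0.53) differed. Several technical explanations were argued against. The ER list difference was -0.30 after GC and length correction and -0.30 with libraries thinned to the same total. Thinning leaves the expected change of well-counted genes as it was, so the thinned value cannot test depth as a cause. The furthest fall in the share of raw counts outside the 10 most abundant genes, from any time-0 to any 24 h library, was a log2 change of -0.0074, so counts taken up by those genes would not lower a list by -0.63. Against a single time-0 library the ER list median at 24 h was still -0.56 or -0.68. The other 15 ATF4 list genes had a median of -0.54 without DDIT3, so its overlap with MARS1 is not the whole cause. The 16 secretory pathway genes outside the list had a median of -0.45 at 24 h (16 of 16 lower, fry p 0.000512), although their 24 h vs 12 h change had a fry p of 0.0536. Genes for 8 tRNA synthetases that depend on ATF4 had a median of -0.32 (8 of 8 lower, fry p 4.82e-05), and 8 other tRNA synthetases a median of 0.0088 (4 of 8 lower, fry p 0.407). These values are consistent with lower unfolded-protein response and ATF4 activity than at time 0. What lowered them stays open. The cells at time 0 had just been starved without calcium, a state that may itself raise both responses, and ASPN may act on either. The number of 12 h or 24 h libraries without ASPN analysed here was 0, so medium and time in culture cannot be told apart from ASPN.

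S phase genes rose a little further by 24 h (difference 0.063, medians 0.23 and 0.29), with UHRF1 (difference 0.29) and MCM6 (0.23), while G2/M genes changed from a median of 0.012 at 12 h to -0.17 at 24 h (difference -0.18), with KIF2C (-0.36) and UBE2C (-0.33). The S phase difference did not pass under fry. The G2/M difference was -0.18 after GC and length correction, which argues against those trends as its whole cause. It was also -0.18 with libraries thinned to the same total, which does not test depth. A larger share of cells in cycle would raise both lists, and the G2/M median at 24 h was -0.17. That median is part of the pattern to be explained, so it is not a separate test of this explanation. The 13 E2F targets outside the list had a median of 0.16 at 24 h (11 of 13 higher, fry p 0.0125), consistent with more E2F-driven transcription than at time 0, although they had a median of 0.0022 between 24 h and 12 h (fry p 0.904). Whether cells entered S phase without reaching mitosis, or changed transcription without changing phase, was not tested, and either may follow from ASPN or from time in the medium.

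The cholesterol list fell mostly between 12 h and 24 h (difference -0.10, medians -0.025 and -0.17). Its difference was -0.11 after GC and length correction, so those trends do not account for the whole of it. With libraries thinned to the same total the difference was -0.11, which does not test depth. No biological test was run, and ASPN and time in serum-free medium stay open.

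KLK3 (0.49 at 12 h, 0.31 at 24 h, difference -0.18), ERBB3 (0.14 and -0.026, difference -0.16) and EGFR (0.061 and -0.15, difference -0.21) were higher at 12 h than at 24 h. For ERBB3 the difference was -0.16 after GC and length correction (adjusted p 0.000517 by edgeR), which argues against those trends. It was -0.17 with thinned libraries (adjusted p 0.0107 by edgeR), which does not test depth. Over all alternatives the adjusted p ran from 0.000408 to 0.120. The EGFR difference was not past 0.05 after GC and length correction (-0.20, adjusted p 0.241), though its size moved little. The ERBB3 difference passed 0.05 in none of the fits without 12 h replicate 3, 24 h replicate 1, 24 h replicate 2 or 24 h replicate 3 (adjusted p 0.0541 to 0.120). No biological explanation was tested for these 3 genes, and ASPN and time in the medium stay open.

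ADRA2C (0.95 at 12 h, 1.78 at 24 h, difference 0.84) and PRKAG2-AS1 (0.64 and 1.47, difference 0.83) were higher at 24 h than at 12 h. The 12 h change of PRKAG2-AS1 against time 0 was not past 0.05 (SE 0.25, adjusted p 0.107). The ADRA2C difference was 0.81 after GC and length correction and 0.85 with thinned libraries. PRKAG2, whose exons overlap PRKAG2-AS1 on the other strand, rose by 0.13 (SE 0.066) between 12 h and 24 h, so reads taken in proportion from PRKAG2 would not give a rise of 0.83. Group means of both genes lay between 0.62 and 2.26 CPM, and both calls were lost without 24 h replicate 1 (adjusted p 0.0688 and 0.227, within 0.00182 to 0.0688 and 0.00204 to 0.227 over all alternatives). The ADRA2C call was also lost without 24 h replicate 3 (0.0664), and the PRKAG2-AS1 call without 12 h replicate 2 (0.0973) or 24 h replicate 2 (0.0955). No biological explanation was tested.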

How the results depend on the processing

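Most results kept their direction and their side of the threshold. Of 610 values of named genes under alternatives that used all libraries of the compared groups, 606 did, and 2 lost and 2 gained an adjusted p of 0.05. Of 428 values with a library left out and an adjusted p given, 394 did, 33 lost an adjusted p of 0.05 and 1 gained it. The other 84 were changes against 0 h without a time-0 library, where no call was made, and 3 of them changed direction. Of 552 list values with a call, outside the fry and estimated-correlation tests, 513 stayed, 2 lost and 7 gained the call and 30 changed direction. Of 48 list values without a call, 4 changed direction and 2 moved by over 0.1. The cause of a change was not tested except where stated.

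Between 12 h and 0 h, the 222 called genes became 2443 with no fold-change threshold, 78 at a fold change of at least 2, 117 at an adjusted p of at most 0.01 and 4 with glmTreat. Between 24 h and 0 h, the 516 became 3437, 185, 302 and 47, and between 24 h and 12 h, the 38 became 574, 11, 13 and 0, in the same order. With glmTreat, 280, 524 and 156 genes had an unadjusted p under 0.05. Among genes with a mean of at least 100 normalized counts, which tests fewer genes, 140 were called at 12 h and 322 at 24 h. DESeq2 called 152 genes at 12 h, of which 139 were among the 222, 438 at 24 h, of which 430 were among the 516, and 25 between 24 h and 12 h, of which 23 were among the 38. Protein-coding genes alone, fewer by construction, gave 170, 383 and 25. RLE and upper-quartile normalization gave 226 and 221 called genes at 12 h, 520 and 515 at 24 h, and 40 and 41 between 24 h and 12 h.

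Across fits that each left out a library, called genes ran from 203 to 222 (12 h vs 0 h, 6 fits), 394 to 539 (24 h vs 0 h, 6 fits) and 16 to 46 (24 h vs 12 h, 8 fits). Genes called at both times ran from 118 to 143, and the same-sign share from 98.6% to 99.6%. ErbB receptor tests past 0.05, 5 of 12 with all libraries, were 2 without 12 h replicate 3, 24 h replicate 1 or 24 h replicate 2, 3 without 12 h replicate 1 or 24 h replicate 3, and 6 without 12 h replicate 2. A time-0 library left out leaves a group of 1, so no call against 0 h was made there.

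With camera's correlation estimated, 0 lists passed in each of the 3 comparisons (4, 5 and 5 otherwise), with 12 tests at an unadjusted p under 0.05. Under fry, 8 lists passed between 24 h and 0 h.

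Several lists changed direction, none of them past 0.05 in that comparison with the reported settings. Androgen-responsive genes between 24 h and 12 h had a median of -0.0011 with upper-quartile normalization, -0.0044 among protein-coding genes and -0.0018 with thinned counts. ErbB genes, at -0.089 for 12 h vs 0 h as reported, had 0.10 at 12 h and 0.11 between 24 h and 12 h without the low-count filter, 0.10 at 12 h among genes with a mean of at least 100, and 0.021 between 24 h and 12 h with thinned counts. YAP/TAZ targets had -0.030 at 24 h without the filter and 0.023 at 12 h among genes with a mean of at least 100. That minimum also gave 0.0075 for interferon-stimulated genes and -0.023 for FOXO targets between 24 h and 12 h. FOXO targets had -0.011 after GC and length correction and -0.0015 among protein-coding genes.

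With a library left out, these values crossed 0. At 12 h vs 0 h, ErbB genes ran from -0.14 to 0.12, ERK output from -0.085 to 0.16 and G2/M genes from -0.0087 to 0.037. At 24 h vs 0 h, ERK output ran from -0.23 to 0.14 and YAP/TAZ targets from -0.0041 to 0.046. Between 24 h and 12 h, ErbB genes ran from -0.047 to 0.039, androgen-responsive genes from -0.025 to 0.019, NF-kB targets from -0.038 to 0.0040, FOXO targets from -0.013 to 0.014 and interferon-stimulated genes from -0.053 to 0.00048. EGFR ran from -0.022 to 0.16 at 12 h. ERBB4, whose 21 to 36 counts per library limit it, ran from -0.63 to 0.27 at 12 h and from -0.29 to 0.60 at 24 h.

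With the replicate block, 42 genes were called between 24 h and 12 h, of which 34 were among the 38, and 58 with the replicate block and GC and length correction together, of which 33 were. FOXO targets had medians of -0.022 and -0.025 in these fits, and the same number of lists (5) passed. Same-numbered 12 h and 24 h libraries had residual correlations of 0.10, 0.027 and 0.029, and differently numbered ones ran from -0.078 to 0.053. With so few libraries, these values do not settle whether same-numbered libraries share more than a number. No paired analysis was run for comparisons with 0 h, because the labels do not show which replicate the second time-0 library is.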

Other observations

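GC and length correction and thinned counts were alternatives fixed before the data were examined. The other tests in this part were chosen after the results were seen. SLC39A10, a zinc importer gene, was the most abundant of the genes named for the size of their change, with a log2 change of -1.28 (SE 0.15) at 12 h and -1.51 (SE 0.15) at 24 h. The 24 h change was -1.44 after GC and length correction, so those trends are not its whole cause. It was -1.50 with libraries thinned to the same total, which does not test depth. Genes that cells raise when zinc is plentiful went the other way. Of a list of 7 genes, made up of metallothioneins and SLC30A1 (a zinc exporter), 5 were tested and 5 of 5 were higher at 24 h, with a median of 0.68 (fry p 0.00369). MT1G rose by 0.75 and MT1X by 0.57, whereas MT2A (0.68, SE 0.21, adjusted p 0.0995) and MT1F (0.33, SE 0.20, adjusted p 0.304) were not past 0.05. Metallothionein genes resemble each other and can share reads, but SLC30A1, which is not one of them, rose by 0.85 (adjusted p 7.09e-09 by edgeR). Oxidative stress also raises metallothioneins, yet 7 NRF2 targets had a median of -0.20 (5 of 7 lower, fry p 0.000461). A candidate explanation is that more zinc was available to the cells after time 0 than during starvation. Whether zinc came with the ASPN preparation, the medium or from within the cells was not tested.

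The 38 genes called between 24 h and 12 h were set against other splits of the same 6 libraries. Only 1 of the 10 splits, the real one, gave as many called genes. The other 9 gave 0 called genes and at most 2 genes at an adjusted p of 0.05, with 518 to 1299 genes at an unadjusted p under 0.05. With 3 libraries against 3 the share of splits cannot be under 0.1, so this count alone cannot exclude a chance division.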
